# Circadian signatures of anterior hypothalamus in time-restricted feeding

**DOI:** 10.12688/f1000research.125368.1

**Published:** 2022-09-22

**Authors:** Meiyu Zhou, Jianghui Chen, Rongfeng Huang, Haoran Xin, Xiaogen Ma, Lihua Li, Fang Deng, Zhihui Zhang, Min-Dian Li

**Keywords:** Circadian rhythm, time-restricted feeding, entrainment, anterior hypothalamus, transcriptomics, Hippo signaling, oxidative phosphorylation, amino acid degradation

## Abstract

**Background:** Meal timing resets circadian clocks in peripheral tissues, such as the liver, in seven days without affecting the phase of the central clock located in the suprachiasmatic nucleus (SCN) of the hypothalamus. Anterior hypothalamus plays an essential role in energy metabolism, circadian rhythm, and stress response. However, it remains to be elucidated whether and how anterior hypothalamus adapts its circadian rhythms to meal timing.

**Methods:** Here, we applied transcriptomics to profile rhythmic transcripts in the anterior hypothalamus of nocturnal female mice subjected to day- (DRF) or night (NRF)-time restricted feeding for seven days.

**Results:** This global profiling identified 128 and 3,518 rhythmic transcripts in DRF and NRF, respectively. NRF entrained diurnal rhythms among 990 biological processes, including ‘Electron transport chain’ and ‘Hippo signaling’ that reached peak time in the late sleep and late active phase, respectively. By contrast, DRF entrained only 20 rhythmic pathways, including ‘Cellular amino acid catabolic process’, all of which were restricted to the late active phase. The rhythmic transcripts found in both DRF and NRF tissues were largely resistant to phase entrainment by meal timing, which were matched to the action of the circadian clock. Remarkably, DRF for 36 days partially reversed the circadian clock compared to NRF.

**Conclusions:** Collectively, our work generates a useful dataset to explore anterior hypothalamic circadian biology and sheds light on potential rhythmic processes influenced by meal timing in the brain (www.circametdb.org.cn).

## Introduction

Meal timing resets circadian clocks in peripheral tissues (peripheral clocks), particularly in the liver. ^1^^–^^3^ Day time-restricted feeding (DRF) in nocturnal rodents is misaligned with daily rhythms generated by the circadian clock. DRF reverses the liver clock within seven days in mice without altering the central clock located in the suprachiasmatic nucleus (SCN). ^4^^,^^5^ DRF contributes to increased adiposity and glucose intolerance when combined with high-fat diet feeding. ^6^^–^^9^ Conversely, night time-restricted feeding (NRF), is known to protect against metabolic diseases, such as obesity, insulin resistance, and fatty liver in rodents. ^10^^,^^11^ Nevertheless, both DRF and NRF increase longevity in mice, when compared to arrhythmic feeding. ^12^

Emerging evidence shows that peripheral clocks entrain to DRF in a tissue-specific manner. ^13^^,^^14^ Peripheral clocks in the heart and kidneys exhibit resistance to phase entrainment by DRF in female mice, so do the diurnal transcriptomes in these organs. ^14^ This effect is also present in male mice. ^13^ Of note, the liver clock seems to condition circadian rhythms in transcriptome in distant organs such as the lungs and adipose tissue. ^13^ The tissue specificity of phase entrainment to DRF lends support to the proposed network organization or hierarchy of peripheral clocks. ^15^^–^^17^

Anterior hypothalamus is a center for circadian rhythm biogenesis, thermal regulation, endocrine functions, and energy metabolism. It includes the medial preoptic nucleus, supraoptic nucleus, SCN, anterior hypothalamic nucleus, and the paraventricular nucleus of the hypothalamus (PVH). While the SCN generates circadian rhythms, the PVH orchestrates circadian rhythms of metabolism and endocrine factors. ^18^ In addition, the PVH is a hub for nutrient sensing and receives neural signaling from the hunger neurons located in the posterior hypothalamus. ^19^^,^^20^ The SCN and PVH host cellular circadian clocks, and the former projects to the latter to output circadian signals. ^21^ Perceivably, the SCN clock is coupled to the light/dark cycle, whereas the PVH clock integrates circadian signals from both light and food. Genome-wide transcript profiling studies have been done in the SCN or the hypothalamus for rhythmic transcripts in constant darkness. ^22^^,^^23^ It remains to be elucidated whether and how anterior hypothalamus adapts its circadian biology to meal timing in mice.

To explore the regulation of anterior hypothalamic circadian biology by time-restricted feeding, we took a systems approach to profile rhythmic transcripts in this tissue from NRF and DRF female mice. We determined rhythmicity features of diurnal transcripts as well as the category and distribution of the enriched rhythmic pathways. This is followed by examining phase entrainment of the circadian clock, rhythmic transcripts and pathways found in both NRF and DRF tissues. Lastly, we compared the profiles of clock genes in the typical seven-day time-restricted feeding regimen to those in the 36-day long-term regimen in order to elucidate the dynamics of the circadian clock. In summary, we have defined circadian signatures of anterior hypothalamus in time-restricted feeding and generated a useful resource to explore the physiology and pathophysiology associated with different types of time-restricted feeding.

## Methods

### Animals

Animal use was approved by the Laboratory Animal Welfare and Ethics Committee of the Third Military Medical University, China (No. AMUWEC20201106, approval date: 2020/04/15). All experiments conform to the relevant regulatory standards of the institution. All efforts were made to ameliorate harm to animals such as daily monitoring of food and water availability and routine husbandry. This study is reported in line with the ARRIVE guidelines. ^41^

Special pathogen-free (SPF) mice were purchased from Hunan SJT Laboratory Animal Co. and housed in a SPF barrier facility. C57BL/6J female mice at seven weeks of age were group housed and entrained to a 12h light:12h dark cycle with free access to normal chow diet and water during acclimation for one week. Animals were randomly assigned in a 1:1 ratio to time-restricted feeding groups and fed for seven or 36 days as previously described. ^24^ The body weight statistics were balanced between groups before subjecting to time-restricted feeding so that there was no significant difference in body weight between experimental groups. DRF permits access to food from zeitgeber time 0 (ZT0, light-on time) to ZT12 (light-off time), and NRF allows food access from ZT12 to ZT0. At the end of time-restricted feeding, mice were euthanized by cervical dislocation, and subjected to tissue collection every 4 h for a complete 24-h cycle. Refer to doi:10.1016/j.xpro.2021.100701 for step-by-step procedures. Anterior hypothalamus was dissected, snap frozen in liquid nitrogen and stored in -80°C (n = 4 per group per time-point).

### RNA extraction and sequencing

Total RNA from mouse anterior hypothalamus was extracted by TRIzol method (Invitrogen). RNA integrity (RIN > 7), purity and concentration were assessed and all samples passed the quality control. A total of 200 ng total RNA per sample was subjected to mRNA purification by poly-T oligo magnetic beads and the 150-bp pair-end RNA sequencing in the MGISEQ2000 (BGISEQ-500, RRID:SCR_017979) platform for a minimal coverage of 43.1 million reads by BGI (Shenzhen, China) as described. ^14^ The RNA sequencing unit was blinded of the grouping information. Raw reads were cleaned *via* SOAPnuke (RRID:SCR_015025) (v1.5.2), mapped to the reference genome (GRCm38.p6) by HISAT2 (RRID:SCR_015530) (v2.0.4), aligned to the reference coding gene set by Bowtie (RRID:SCR_005476) (v2.2.5), and quantified using RSEM (RRID:SCR_013027) (v1.2.12). Raw counts were normalized by trimmed mean of M-values by edgeR (RRID:SCR_012802) (v3.30.3) and converted to Wagner’s transcripts per million (TPM). No sample was excluded (Pearson correlation coefficient per time point per group > 0.8). Transcripts with a TPM < 1 in more than 20% of samples were filtered. Data were then analyzed by MetaCycle (v1.2.0). ^25^ The cutoff p-value for a rhythmic transcript was set to BH.Q-value < 0.05.

### Phase set enrichment analysis

Pathway enrichment analysis was performed on rhythmic genes as described ^14^^,^^26^ (Source file: c5.bp.v7.1.symbols.gmt from https://www.gsea-msigdb.org/gsea/msigdb). Mouse gene nomenclature was converted to human gene nomenclature *via* “Human and Mouse Homology Classes with Sequence information” (curated by http://www.informatics.jax.org). Domain was set from 0 to 24, indicating the minimal and maximal period length is 0 and 24 h, respectively. Minimal and maximal items per set are 10 and 10000, respectively. Kuiper’s test FDR q-value < 0.05 is considered as statistical significance.

### Gene expression analysis

Tissue RNA was isolated using Eastep Super Total RNA Extraction Kit (Promega). Complementary DNA (cDNA) was synthesized using the GoScript Reverse Transcription Mix (Promega). cDNA was amplified and analyzed using iTaq universal SYBR Green Supermix (Bio-Rad) and the Bio-Rad CFX96 Real-Time PCR Detection System (Bio-Rad). PCR protocol: DNA denaturation at 95°C for 3 min; denaturation at 95°C for 10 sec; annealing/extension and plate read at 60°C for 30 sec; 40 cycles of quantitative PCR. Results were normalized to u36B4. Period circadian protein homolog 2 (Per2)-forward (F), ATGCTCGCCATCCACAAGA; Per2-reverse (R), GCGGAATCGAATGGGAGAAT; Nuclear receptor subfamily 1 group D member 1 (Nr1d1)-F, TACATTGGCTCTAGTGGCTCC; Nr1d1-R, CAGTAGGTGATGGTGGGAAGTA; D site-binding protein (Dbp)-F, CGTGGAGGTGCTAATGACCTTT; Dbp-R, CATGGCCTGGAATGCTTGA; u36B4-F, AGATGCAGCAGATCCGCAT; u36B4-R, GTTCTTGCCCATCAGCACC. Experiments were repeated twice with similar results.

### Statistics

Statistical analysis was conducted in R Project for Statistical Computing (RRID:SCR_001905) (v 4.0.2) and RStudio (RRID:SCR_000432) (v 1.2.5033). BH.Q-value < 0.05 (MetaCycle, v1.2.0), Kuiper test FDR q < 0.05 (phase set enrichment analysis), or p < 0.05 (Bonferroni test or circacompare, v0.1.0 ^27^) was considered to be statistically significant. Heatmap of expression profile was visualized by R package: pheatmap (RRID:SCR_016418) (v1.0.12) with row-wise scaling and gene-specific clustering by Euclidean correlation.

## Results

### Global transcript profiling of anterior hypothalamus from time-restricted fed female mice

To characterize whether and how diurnal rhythms in the anterior hypothalamus entrain to feeding rhythm, we performed RNA sequencing on samples dissected from nine week-old female C57BL/6J mice that had been subjected to either DRF or NRF for seven days. 

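RNA from the anterior hypothalamus of 56 female mice was sequenced, 28 on each feeding regimen. Food was available in the light period for DRF and in the dark period for NRF, for 7 days. At each of 7 time points (ZT0, ZT4, ZT8, ZT12, ZT16, ZT20 and ZT24, 4 h apart), 4 mice per regimen were sampled, and the mice at ZT24 were other mice than those at ZT0. The authors deposited a single value per gene and mouse for 17564 genes, listed by NCBI Gene ID and named TPM. Reads were normalized by the trimmed mean of M-values (TMM) in edgeR before the conversion. The values of a mouse add up to between 999333 and 999720, but they are not proportional to the number of reads. In genes with few reads, each added read raised the value by less than the read before it. The steps are those of log2(CPM + 1), the logarithm of the TMM-normalized CPM plus 1, divided by a gene length and rescaled to a fixed sum. Their median relative deviation from the predicted steps was 4.53e-08. The deposited values are therefore compressed, and a fold change of the transcript is larger than the fold change of its value. Undoing these steps gave log2(CPM + 1) for 17447 genes, of which 14135 resolved into whole reads in nearly all mice. The normalized library size found in this way was 29591276 to 34493379 reads per mouse, with a median of 30783126 in DRF and 30808268 in NRF. The correlation of log2(CPM + 1) between the 84 pairs of mice of the same regimen and time point was 0.975 to 0.998, with a median of 0.995 across genes.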

Seven days of DRF is sufficient to entrain peripheral clocks in female mice. ^14^ Samples were collected every four hours for a complete diurnal cycle and assigned four biological replicates per time point. This is a commonly used study design used in global transcript profiling experiment. 

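Rhythm was tested on the deposited values in the 16245 transcripts with a value of at least 1 in at least 80% of the mice. The p-values of JTK_CYCLE and the Lomb-Scargle periodogram for periods of 20 to 28 h were combined by Fisher's method and adjusted by the Benjamini-Hochberg method within each regimen, as MetaCycle does for replicated data. The adjusted p-value was under 0.05 for 132 transcripts in DRF and for 4508 in NRF. At an unadjusted p-value under 0.05 there were 708 in DRF and 5647 in NRF. The Lomb-Scargle periodogram alone gave 0 in both regimens, with 218 and 3318 transcripts at an unadjusted p-value under 0.05. JTK_CYCLE alone called 70 transcripts in DRF and 4250 in NRF. The count in DRF moved most without ZT4, to 342, and it was 56 without ZT20. The count in NRF moved most with the Lomb-Scargle periodogram alone, and it was 2388 without ZT8. With 3 mice per time point in place of 4, between 23 and 33 transcripts were called in DRF and between 2098 and 3283 in NRF. The spread between mice of the same time point was larger in DRF. Its median over transcripts was an SD of 0.12 in DRF and 0.10 in NRF on the scale of log2(CPM + 1), and the median ratio was 1.27. No other order of the regimen labels within time points gave a ratio as large (permutation test, p = 0.01, the smallest that 100 draws can give). The ratio was 1.14 without ZT16, where 2 of the 4 DRF libraries differ from all others in their trend of expression with GC content (permutation p = 0.05), and 1.23 without replicate 1 (permutation p = 0.07), neither past the threshold. With each library's trends with transcript length, GC content and expression level removed it was 1.22 (permutation p = 0.01), an alternative chosen after the data were seen.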

RNA sequencing reached a minimal depth of 43.1 million reads, which follows the guideline for genome-scale analysis of circadian rhythms. ^28^ We applied an BH-adjusted p-value (meta2d_BH.Q) of 0.05 to filter rhythmic transcripts and acquired 128 and 3,518 rhythmic transcripts in DRF and NRF tissues, respectively ( Figure 1A). ^41^ Notably, DRF significantly decreased the number of rhythmic transcripts in anterior hypothalamus, compared to NRF. There were 83 rhythmic transcripts that are shared by DRF and NRF tissues ( Figure 1B). 

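Among the transcripts called here, 91 were rhythmic in both regimens, 41 in DRF alone and 4417 in NRF alone. A call in NRF without a call in DRF is not by itself a test of a difference, so the 24-h cosine and sine terms were compared between the regimens with limma on log2(CPM + 1) over all 56 mice. The rhythm differed at an adjusted p-value under 0.05 for 1756 of 16129 transcripts. It differed for 1352 of the 4388 transcripts called in NRF alone that could be tested (30.8%), for 19 of the 41 called in DRF alone, for 44 of the 91 called in both and for 341 of 11609 called in neither (2.94%). This count moved most without replicate 3, to 423. It was 759 without replicate 4, 911 without replicate 1, 936 without ZT0 and 1153 without ZT24. With the trends of each library with transcript length, GC content and expression level removed, it was 2972 of 13803 transcripts, an alternative chosen after the data were seen. In the transcripts called in NRF, the median amplitude of the 24-h cosine was 0.13 in NRF and 0.06 in DRF on the log2 scale. These transcripts were selected by their rhythm in the same NRF mice, which raises their NRF amplitude. Part of this difference, and of the shares of rhythm differences by call, can therefore come from the selection. The DRF rhythm projected on the NRF peak time had a median of 0.0656 of the NRF amplitude, and it was above 0 for 57.8% of these transcripts. Shuffling the sampling times of the DRF mice often gave medians as far from 0 (permutation test with 100 draws, p = 0.56). The median was -0.0273 without replicate 2, -0.0511 without ZT20 and 0.202 without ZT4. The paper states that DRF decreased the number of rhythmic transcripts in the anterior hypothalamus.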

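The peak time of each rhythmic transcript was taken from a 24-h cosine fitted to the deposited values. In DRF, 54 of 132 rhythmic transcripts peaked from ZT18 to ZT24, a share of 40.9% (Wilson 95% confidence interval 32.9 to 49.4%), and the hour with the most peaks was ZT18 to ZT19 with 15 transcripts. In NRF, 924 of 4508 transcripts (20.5%) peaked from ZT7 to ZT10 and 1036 (23.0%) from ZT20 to ZT24. The hours with the most peaks in NRF were ZT8 to ZT9 with 372 transcripts and ZT19 to ZT20 with 867. The share of NRF peaks in those windows together was 43.5%, and it moved most, to 67.1%, with the peak times of JTK_CYCLE. By these peak times, which fall on a coarser grid, the most frequent values in NRF were ZT8 with 654 transcripts and ZT22 with 1103.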

As shown in Figure 1C, DRF rhythmic transcripts were clustered in the late active period (ZT18-ZT0), whereas NRF rhythmic transcripts exhibited a bimodal distribution that clustered in the pre-dawn hours (ZT23) and the late sleep phase (ZT9). Averagely speaking, rhythmic transcripts in DRF tissue exhibited a higher amplitude than those in NRF without any significant difference in the basal expression levels (midline estimating statistic of rhythm, MESOR) ( Figure 1D).

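The median amplitude of the fitted cosine on the deposited values was 2.58 over the 132 DRF rhythmic transcripts and 1.39 over the 4508 NRF rhythmic transcripts, a ratio of 1.86 (two-sided Mann-Whitney test across transcripts, p = 1.14e-16). Transcripts are not independent replicates, so this p-value overstates the evidence. Without 1 replicate the ratio was larger, from 2.62 without replicate 2 to 3.31 without replicate 4. The sets differ in size, and a shorter list holds stronger rhythms. Among the 132 NRF transcripts with the smallest p-values, the median amplitude was 2.49, and the ratio of DRF to NRF was 1.04 (p = 0.52). In the 91 transcripts rhythmic in both regimens, the medians were 2.61 in DRF and 2.63 in NRF, a ratio of 0.993 (paired Wilcoxon signed-rank test, p = 0.815). The median MESOR was 53.8 in DRF and 52.0 in NRF, a ratio of 1.03 (Mann-Whitney test, p = 0.392). Among the transcripts rhythmic in both regimens the MESOR ratio was 1.01, and there the paired Wilcoxon test, a different test, gave p = 1.12e-04.

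**Figure D1:**
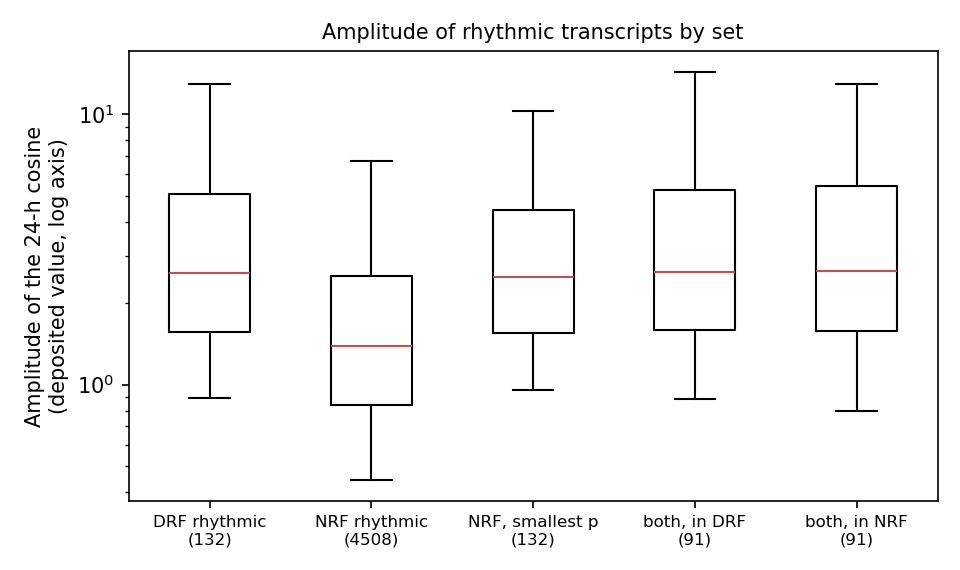
Amplitude of the 24-h cosine on the deposited values (log axis) in 5 sets of rhythmic transcripts, with the number of transcripts under each name. The line is the median, the box spans the quartiles and the whiskers the 5th to the 95th percentile; the median is 2.58 for DRF and 2.49 for the 132 NRF transcripts with the smallest p-values.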

**Figure 1.**
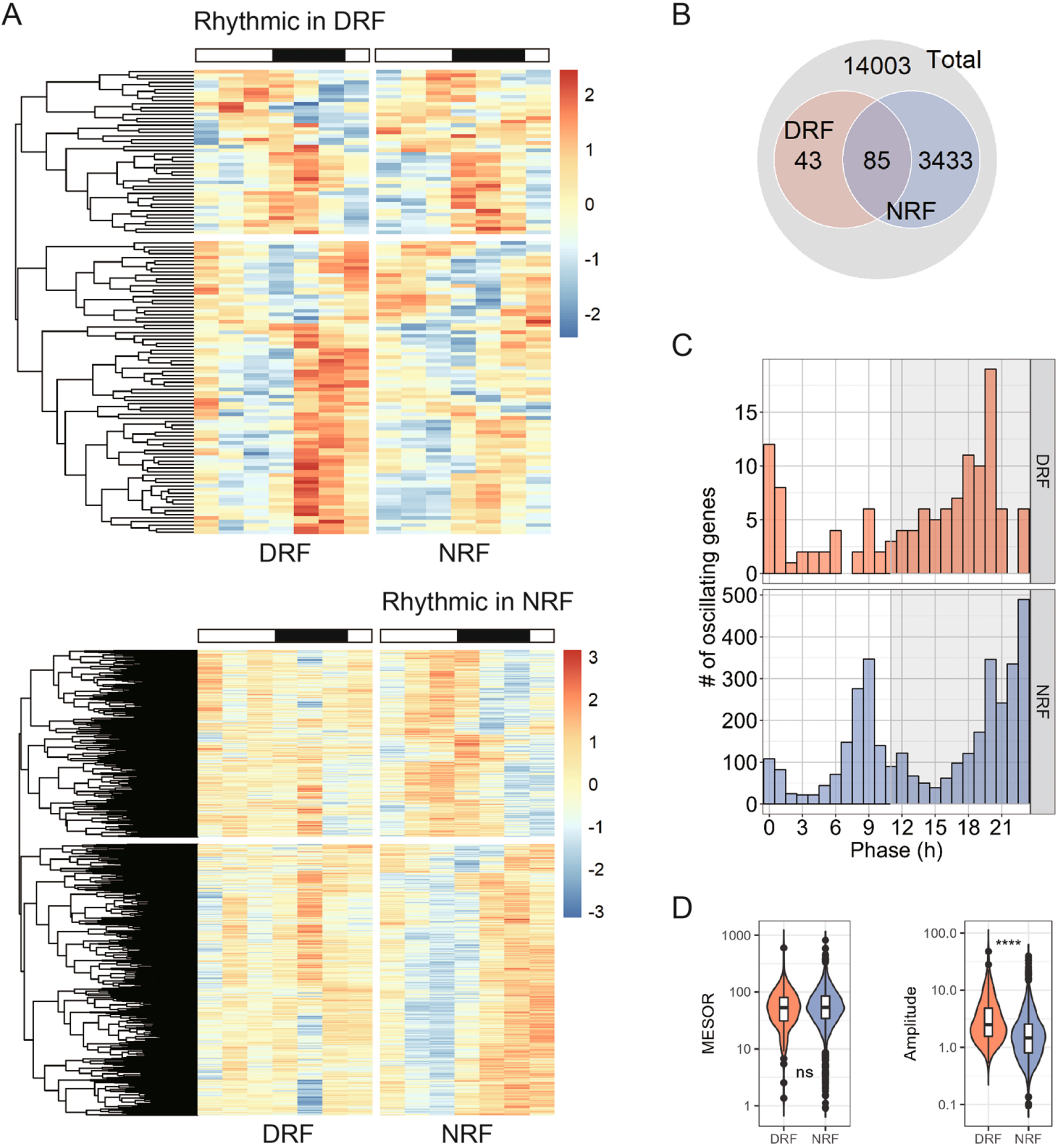
Global transcript profiling of anterior hypothalamus from time-restricted fed female mice. (A) Heatmap showing 24-h expression profiles of rhythmic transcripts in the anterior hypothalamus. Samples were dissected from time-restricted fed nine-week female mice every four hours for a complete daily cycle (n = 4 mice per time point). (B) Interaction of rhythmic transcripts between day time-restricted feeding (DRF) and night time-restricted feeding (NRF). (C) Distribution of the phase. (D) Midline estimating statistic of rhythm (MESOR) and amplitude of rhythmic transcripts. Data are presented as boxplots. Mann-Whitney test; ns, not significant, ****p < 0.0001.

### Rhythmic pathways entrained by NRF in the anterior hypothalamus

Next, we performed pathway analysis among rhythmic transcripts found in NRF tissue. As shown in Figure 2A, 990 pathways were significantly enriched and distributed towards the late active phase (ZT21) and the late sleep phase (ZT9). We examined these pathways by hour and found that ‘cotranslational protein targeting to membrane’ (ZT8), ‘electron transport chain’ (ZT9), ‘sterol biosynthetic process’ (ZT9), ‘primary alcohol metabolic process’ (ZT10), and ‘negative regulation of cell cycle g2 m phase tr’ (cell cycle G2-M phase transition) (ZT12) ( Figure 2B). Compared to the late sleep phase, the late active phase is a rush hour for hundreds of rhythmic biological pathways, which are represented by ‘mRNA cis-splicing via spliceosome’ (ZT20), ‘regulation of translational initiation’ (ZT20), ‘protein k63 linked ubiquitination’ (ZT20), ‘protein k48 linked ubiquitination’ (ZT20), ‘de novo protein folding’ (ZT21), ‘phosphatidylinositol phosphorylation’ (ZT21), and ‘Hippo signaling’ (ZT22) ( Figure 2C).

**Figure 2.**
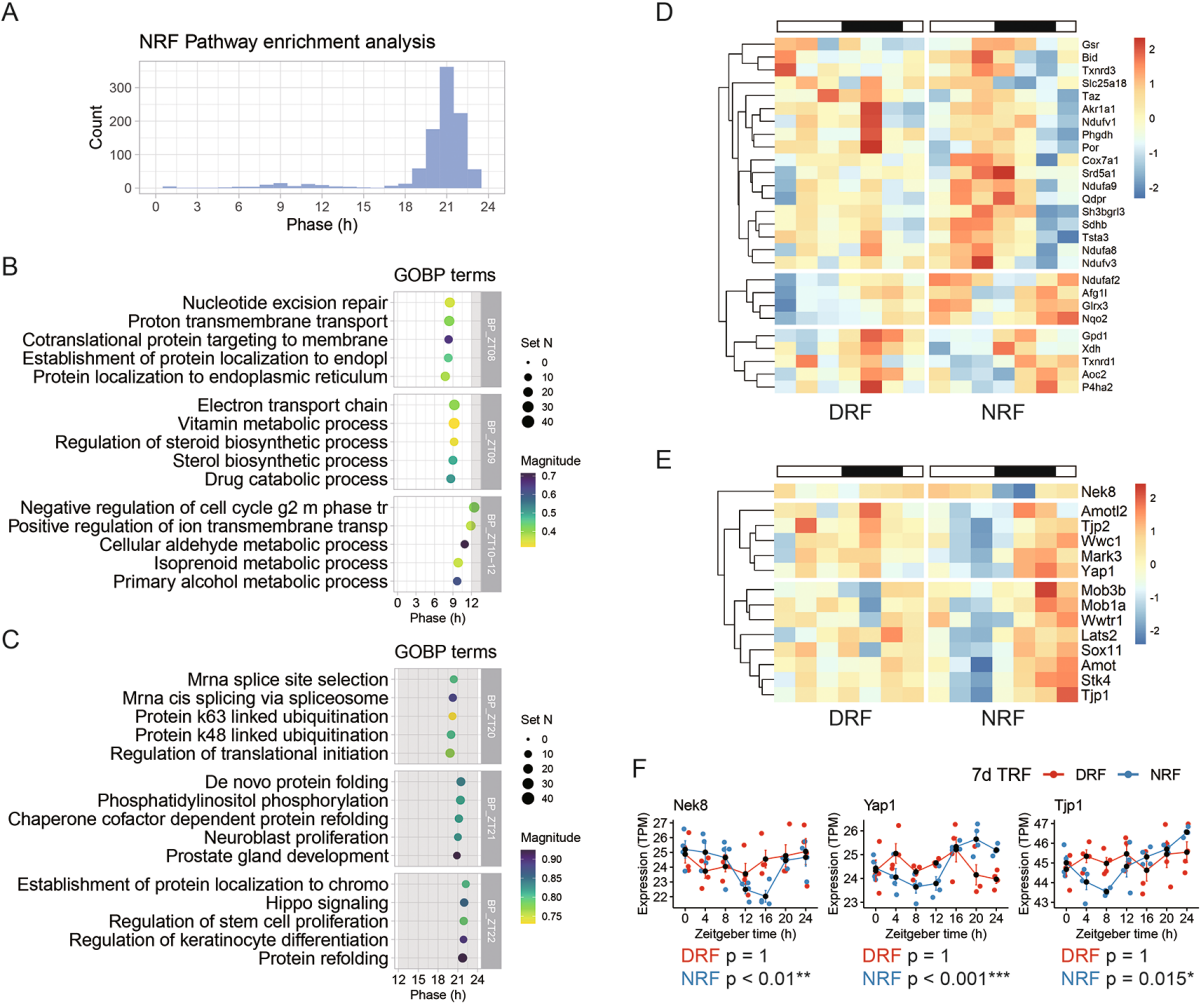
Rhythmic pathways entrained by NRF in the anterior hypothalamus. (A) Phase distribution of enriched rhythmic pathways based on the anterior hypothalamic diurnal transcriptome. (B) Representative rhythmic pathways that peak around zeitgeber time 9 h (ZT9). (C) Representative rhythmic pathways that peak around ZT21. (D) Diurnal expression profiles of the rhythmic genes involved in electron transport chain. (E) Diurnal expression profiles of the rhythmic genes involved in Hippo signaling. (F) Representative rhythmic transcripts related to Hippo signaling. Data are presented as mean ± SEM (n = 4 mice per time point for seven time points). MetaCycle method, *BH adjusted p-value < 0.05, **p < 0.01, ***p < 0.001. NRF, night time-restricted feeding; DRF, day time-restricted feeding; GOBP, gene ontology biological processes; Nek8, NIMA related kinase 8; Yap1, Yes-associated protein 1; Tjp1, Tight junction protein 1.

Previously, microarray-based transcriptome profiling of the SCN has shown that the oxidative phosphorylation pathway exhibited circadian rhythm in *ad libitum* feeding and peaked in the late subjective night. ^23^ Examination of the electron transport chain pathway revealed that transcripts related to three respiratory complexes (CI, CII, and CIV) are rhythmic in the NRF anterior hypothalamus and peak in the late active phase ( Figure 2D). For example, these transcripts include NADH dehydrogenase [ubiquinone] flavoprotein 1, mitochondrial ( *Ndufv1*) (CI), NADH dehydrogenase [ubiquinone] 1 alpha subcomplex subunit 9, mitochondrial ( *Ndufa9*) (CI), Succinate dehydrogenase [ubiquinone] iron-sulfur subunit, mitochondrial ( *Sdhb*) (CII), and *Cox7a1* (CIV).

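Fig. 2D shows 27 transcripts of the electron transport chain, of which 26 are in the deposited table. All 26 were called rhythmic in NRF here, and 2 of them in DRF. The study picked this list from the same libraries as rhythmic in NRF, and the pathway by an enrichment of peak times. Neither the calls nor the test of peak times below is therefore independent evidence. The circular mean of their NRF peak times was ZT9.23, with 16 members between ZT6 and ZT12 and 7 between ZT15 and ZT24. Their peak times differed from those of all NRF rhythmic transcripts (Kuiper statistic, permutation test with 100000 random sets, p = 0.00146), and across the alternatives tried p was 0.00031 to 0.00578. The rhythm differed between regimens for 8 members over all transcripts tested with limma, and for 10 when adjusted over the list alone. For the named subunits, the peak in NRF was ZT11.0 for Ndufv1, ZT8.81 for Ndufa9, ZT7.51 for Sdhb and ZT8.04 for Cox7a1. The amplitude in NRF on the scale of log2(CPM + 1) was 0.08 for Ndufv1 and for Ndufa9, 0.12 for Sdhb and 0.19 for Cox7a1. The adjusted p-value for rhythm in NRF was 0.0351, 0.0169, 6.81e-05 and 0.00243 in the same order, and it was 1 for each of them in DRF. The change of rhythm between regimens was not past the threshold for any of these 4 transcripts, with an adjusted p-value in limma between 0.12 for Sdhb and 0.739 for Ndufv1. Cox7a1 was scarcely expressed, at a mean of 0.89 log2(CPM + 1) in NRF. On GRCm38, Ndufv1 lies on chromosome 19 from 4007499 to 4012755, Ndufa9 on chromosome 6 from 126821863 to 126849144, Sdhb on chromosome 4 from 140961271 to 140979198 and Cox7a1 on chromosome 7 from 30184171 to 30186030.

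**Figure D2:**
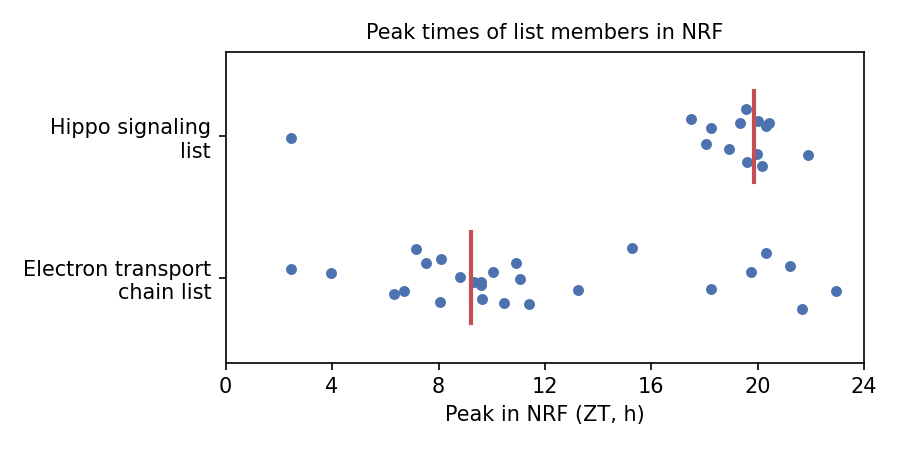
Peak time in NRF (ZT, h) of each transcript shown in Fig. 2D (electron transport chain, 26 transcripts) and Fig. 2E (Hippo signaling, 14 transcripts), from the fitted 24-h cosine. The vertical line is the circular mean of the list, ZT9.23 and ZT19.8; points are spread vertically only to separate them.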

Hippo signaling is essential in organ size control through inhibiting cell proliferation and regulating apoptosis. ^29^ We found that key components from the constituents and regulators of Hippo signaling ( *e.g.*, Transcriptional coactivator YAP1 ( *Yap1*), Serine/threonine-protein kinase LATS2 ( *Lats2*) and *Wwc1*) ( Figure 2E). As shown in Figure 2F, representative transcripts encoding Serine/threonine-protein kinase Nek8 ( *Nek8*), *Yap1,* and *Tjp1* exhibited robust daily rhythm in NRF but lost the rhythmicity upon DRF.

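Of the 14 Hippo signaling transcripts shown in Fig. 2E, 13 were called rhythmic in NRF and none in DRF. Like the other lists from the figures, this list was chosen by the study on these libraries, so its calls and its peak times are not independent evidence. The circular mean of the NRF peak times was ZT19.8, and 13 of the 14 fell between ZT15 and ZT24, the exception being Nek8 at ZT2.46. Against the peak times of all NRF rhythmic transcripts the list had p = 0.0422 (Kuiper statistic, permutation test with random sets), and across the alternatives tried p was 0.00514 to 0.115. The rhythm differed between regimens for 8 members over all transcripts tested with limma, and for 10 when adjusted over the list alone. In NRF, the deposited value of Yap1 was 25.7 ± 0.615 (SD, n = 4 mice) at its highest, at ZT20, and 23.6 ± 0.519 at its lowest, at ZT8. For Tjp1 the highest and lowest means in NRF were 46.6 ± 0.23 at ZT24 and 43.5 ± 0.171 at ZT8, and for Nek8 25.2 ± 1.18 at ZT0 and 22.0 ± 0.787 at ZT16. The adjusted p-value for rhythm in NRF was 9.39e-05 for Yap1, 8.02e-05 for Tjp1 and 0.00549 for Nek8, and 1 for each in DRF. The amplitude in log2(CPM + 1) fell from 0.17 in NRF to 0.05 in DRF for Yap1, from 0.15 to 0.02 for Tjp1 and from 0.16 to 0.07 for Nek8. This difference in rhythm had an adjusted p-value in limma of 0.0114 for Yap1 and 0.0279 for Tjp1, and it was not past the threshold for Nek8 (adjusted p = 0.0549). Wwc1 peaked at ZT20.4 in NRF with a rhythm difference at an adjusted p of 0.00113 in limma, while Lats2 peaked at ZT18.2 with an adjusted p of 0.442. On GRCm38, Yap1 lies on chromosome 9 from 7931999 to 8004638, Tjp1 on chromosome 7 from 65296165 to 65527850 and Nek8 on chromosome 11 from 78166106 to 78176695. From these profiles, the paper states that the transcripts lost their rhythm upon DRF.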

### Rhythmic pathways entrained by DRF in the anterior hypothalamus

As shown in Figure 1B, the number of rhythmic transcripts was reduced notably by DRF in the tissue, compared to NRF. Pathway analysis of the 128 rhythmic transcripts revealed 20 enriched rhythmic pathways with peak hours ranging from ZT17 to ZT20 ( Figure 3A). These DRF rhythmic pathways include ‘response to endogenous stimuli’ (ZT17), ‘response to hormone’ (ZT18), ‘organophosphate metabolic process’ (ZT19), and ‘cellular amino acid metabolic process’ (ZT20) ( Figure 3B). With respect to the magnitude of enrichment, amino acid metabolism is highly scored. Hierarchical analysis identified two clusters of rhythmic transcripts involved in cellular amino acid metabolism ( Figure 3C).

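Of the 10 amino acid metabolism transcripts shown in Fig. 3C, a list the study chose on these libraries, 9 were called rhythmic in DRF and 7 in NRF. The circular mean of their DRF peak times was ZT19.0. Their peak times were not distinguishable from those of all DRF rhythmic transcripts (Kuiper statistic, permutation test with random sets, p = 0.41), and across the alternatives tried p was 0.196 to 0.556. Clustering of the scaled time-point means gave a cluster of 9 transcripts with a mean DRF peak at ZT19.1 and a second cluster with a single transcript. The mean over the list had an amplitude in log2(CPM + 1) of 0.17 in DRF and 0.07 in NRF, which also falls where members peak at different times. The amplitudes of the single members were 0.08 to 0.39 in DRF and 0.05 to 0.27 in NRF. The rhythm differed between regimens for 5 of the 10 transcripts, both over all transcripts tested with limma and adjusted over the list alone.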

**Figure 3.**
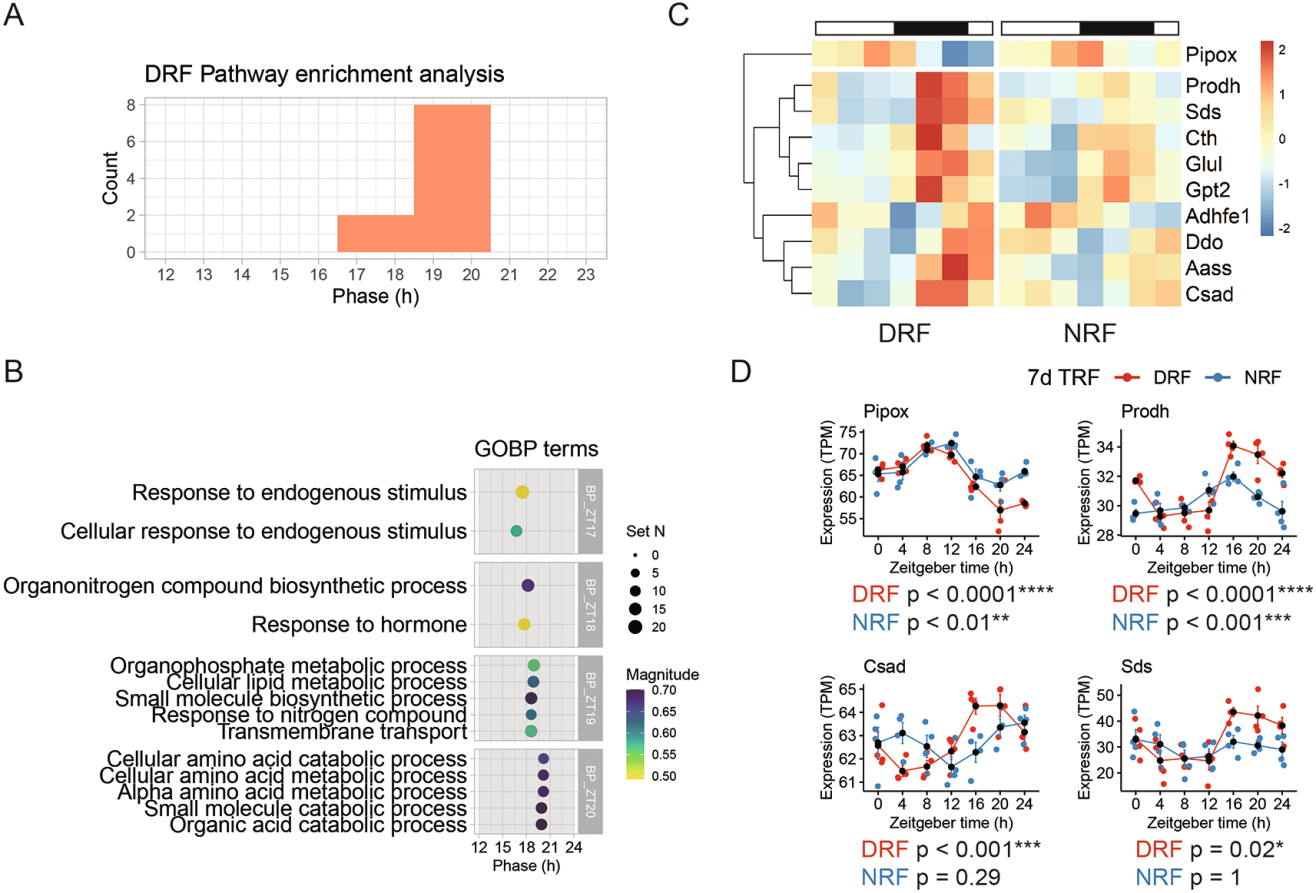
Rhythmic pathways entrained by DRF in the anterior hypothalamus. (A) Phase distribution of enriched rhythmic pathways based on the anterior hypothalamic diurnal transcriptome. (B) Representative rhythmic pathways that peak around zeitgeber time 18.5 h (ZT18.5). (C) Diurnal expression profiles of the rhythmic genes involved in cellular amino acid metabolism. (D) Representative rhythmic transcripts related to cellular amino acid metabolism. Data are presented as mean ± SEM (n = 4 mice per time point for seven time points). MetaCycle method, *BH adjusted p-value < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. NRF, night time-restricted feeding **;** DRF, day time-restricted feeding; GOBP, gene ontology biological processes; Pipox, Pipecolic acid and sarcosine oxidase; Prodh, Proline dehydrogenase 1; Csad, Cysteine sulfinic acid decarboxylase; Sds, Serine dehydrastase.

*Pipox* transcript encoding pipecolic acid and sarcosine oxidase, an essential enzyme in lysine degradation-forms one cluster by itself, which peaked in the late sleep phase ( Figure 3D). 

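Pipox, on chromosome 11 of GRCm38 from 77880614 to 77893872, peaked at ZT8.27 in DRF. Its deposited value there was 71.9 ± 1.53 (SD, n = 4 mice) at ZT8 and 56.9 ± 5.1 at ZT20. In NRF it peaked at ZT9.23, with 72.4 ± 1.41 at ZT12 and 62.8 ± 2.84 at ZT20. The adjusted p-value for rhythm was 4.48e-06 in DRF and 0.00432 in NRF. The amplitude in log2(CPM + 1) was 0.33 in DRF and 0.20 in NRF, a difference between regimens that limma did not call (adjusted p = 0.222).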

Proline dehydrogenase 1 ( *Prodh*) transcript encodes the first enzyme in proline degradation. Cysteine sulfinic acid decarboxylase ( *Csad*) is an enzyme in cysteine and methionine degradation. Serine dehydrastase ( *Sds*) catalyzes serine and threonine degradation. As shown in Figure 3D, transcripts of *Prodh, Csad,* and *Sds* exhibited robust diurnal oscillation in anterior hypothalamus of DRF mice. In particular, *Csad* and *Sds* did not oscillate in NRF. Thus, transcript signatures suggest that DRF entrains diurnal rhythms of cellular amino acid degradation.

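The adjusted p-value for rhythm was 0.47 for Csad and 1 for Sds in NRF, against 5.98e-04 and 0.0425 in DRF. The call of Sds in DRF thus lies close to the threshold. The deposited value of Csad in DRF was 64.3 ± 0.964 (SD, n = 4 mice) at ZT20 and 61.5 ± 0.474 at ZT4, and in NRF the means ranged from 61.7 ± 0.878 at ZT12 to 63.6 ± 0.656 at ZT24. Sds was weakly expressed, at a mean of 1.07 log2(CPM + 1) in DRF and 0.96 in NRF. Its deposited value in DRF was 43.5 ± 3.55 at ZT16 and 24.6 ± 7.13 at ZT12. The difference in rhythm between regimens had an adjusted p-value in limma of 0.00468 for Csad and 0.0446 for Sds. Prodh was rhythmic in both regimens, with an adjusted p-value of 2.61e-04 in DRF and 0.00185 in NRF. It peaked at ZT18.9 in DRF and at ZT15.2 in NRF, with an amplitude in log2(CPM + 1) of 0.39 and 0.17 (adjusted p of the rhythm difference in limma, 5.19e-05). On GRCm38, Prodh lies on chromosome 16 from 18071726 to 18089283, Csad on chromosome 15 from 102176997 to 102205052 and Sds on chromosome 5 from 120476547 to 120483932.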

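The rhythm of the mean over the 10 amino acid metabolism transcripts had p = 9.31e-08 in DRF and 0.00249 in NRF from a 24-h cosine fitted to the 28 mice of each regimen (adjusted over the 17 lists tested, 7.91e-07 and 0.00423). The peak of this mean was 1.33 h later in DRF than in NRF (standard error 1.02 h, p = 0.199, adjusted over the lists 0.358). From the transcript signatures, the paper proposes that DRF entrains daily rhythms of amino acid degradation.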

### Food entrainment of the circadian clock in the anterior hypothalamus

After examining circadian signatures of the anterior hypothalamus in each time-restricted feeding regimen, we determined the features associated with rhythmic transcripts found in both NRF and DRF tissues. Hierarchical analysis segregated the 83 dual-cycling transcripts into three clusters ( Figure 4A). DRF reserved only 8.24% of rhythmic transcripts for more than 8 h compared to NRF, whereas more than 60% of the rhythmic transcripts remained phase-locked to the light/dark cycle ( Figure 4B). This is consistent with the results of pathway analysis. 

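Peak times from the fitted 24-h cosine were compared for the 91 transcripts called in both regimens here, which include 67 of the 84 transcripts named in Fig. 4A that are in the table. Clustering of their scaled profiles into 3 groups gave 50 transcripts with a mean peak at ZT17.4 in DRF and ZT17.3 in NRF, 22 at ZT10.0 and ZT12.6, and 19 at ZT0.0205 and ZT3.02. The absolute shift had a median of 2.21 h. It was 2 h or less for 43 of the 91 (47.3%, Wilson 95% confidence interval 37.3 to 57.4%) and 2.5 h or less for 48 (52.7%). The share at 2 h or less moved most without replicate 1, to 73.7% of only 19 shared transcripts. Without replicate 4, 9.09% of only 11 shared transcripts shifted by over 8 h. With all mice, a shift over 8 h was found for 4 of the 91 (4.4%, interval 1.72 to 10.8%). These were Mt1 and Mt2, later in DRF by 10.4 h and by 10.4 h, and Acacb and Emcn, shifted by -10.7 h each, of which Acacb and Emcn were named after their values were seen. Of the 91 transcripts, 52 peaked earlier in DRF and 39 later, and the circular mean of the shifts was -0.888 h. The mean over the 84 transcripts of Fig. 4A, a list chosen by the study, peaked on the scale of log2(CPM + 1) at ZT17.4 in DRF and ZT15.4 in NRF, later in DRF by 1.96 h (standard error 0.48 h, p = 1.58e-04, adjusted over the 17 lists 8.94e-04), so the direction depends on the summary and the transcripts taken. The paper states that most rhythmic transcripts stayed locked to the light/dark cycle.

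**Figure D3:**
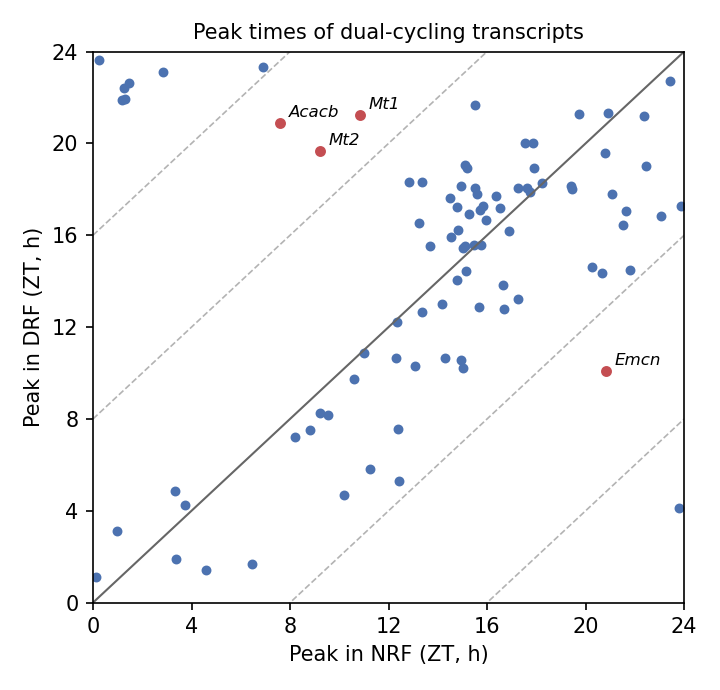
Peak time in DRF against peak time in NRF (ZT, h) of the 91 transcripts called rhythmic in both regimens, from the fitted 24-h cosine. Solid lines mark equal peak times and dashed lines a shift of 8 h; the 4 transcripts with a larger shift are named.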

In fact, none of the 37 enriched rhythmic pathways were shifted in phase for more than 2 h by DRF compared to NRF ( Figure 4C). Representative enriched pathways include ‘lipid metabolic process’ (phase-shift 1 h), ‘regulation of phosphorylation’ (phase-shift 2 h), and ‘circulatory system development’ (phase shift 2 h) ( Figure 4D).

**Figure 4.**
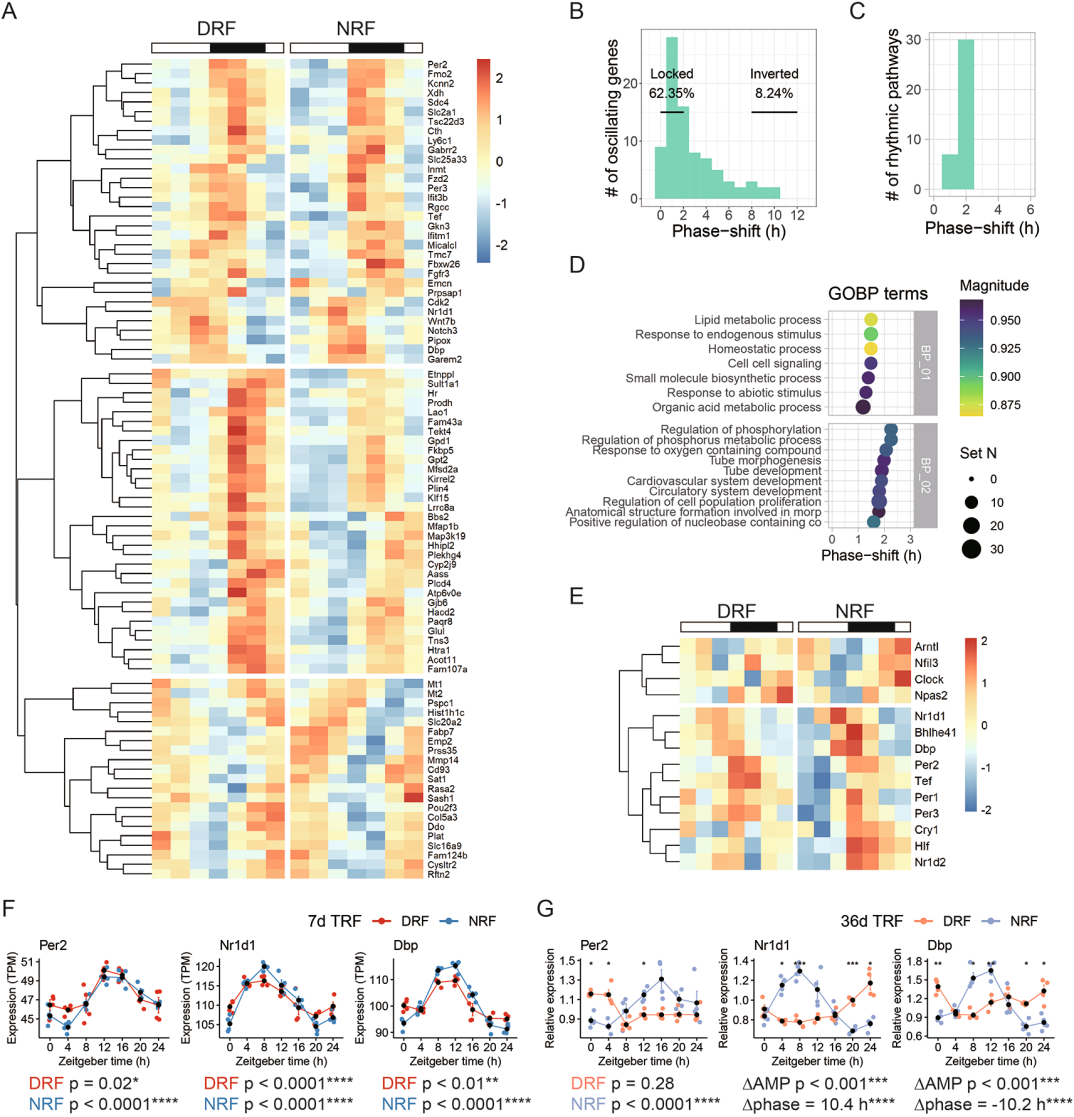
Food entrainment of the circadian clock in the anterior hypothalamus. (A) Hierarchical clustering analysis of rhythmic transcripts found in both DRF and NRF anterior hypothalamus. (B-C) Distribution of the phase-shift between DRF and NRF among (B) rhythmic transcripts or (C) enriched rhythmic pathways. (D) Representative enriched pathways based on shared rhythmic transcripts between DRF and NRF. (E) Hierarchical clustering analysis of the circadian clock genes. (F-G) Diurnal expression of selected clock genes in the anterior hypothalamus from female mice subjected to DRF or NRF for (F) seven days or (G) 36 days. Data are presented as mean ± SEM (n = 4 mice per time point). MetaCycle, *BH adjusted p-value < 0.05; Circacompare method, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. NRF, night time-restricted feeding **;** DRF, day time-restricted feeding; GOBP, gene ontology biological processes; Per2, Period circadian protein homolog 2; Nr1d1, Nuclear receptor subfamily 1 group D member 1; Dbp, D site-binding protein.

The weak response in phase entrainment is matched with the response of the circadian clock. Hierarchical analysis segregated the core clock genes into two clusters. 

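The 14 clock genes shown in Fig. 4E were all in the table, and 5 were called rhythmic in DRF and 13 in NRF. Clustering of their scaled time-point means gave a cluster of 3 transcripts, Arntl, Nfil3 and Npas2, with a mean peak at ZT20.1 in DRF and ZT22.0 in NRF. The other 11 had a mean peak at ZT11.0 in DRF and ZT14.3 in NRF. The rhythm differed between regimens for 7 of the 14 over all transcripts tested with limma.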

One cluster of genes, *e.g.*, Brain-and-muscle ANRT-like 1 ( *Bmal1/Arntl*) and Circadian locomotor output cycles protein kaput ( *Clock*), reached the peak time in the dawn under NRF and damped under DRF ( Figure 4E). 

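Arntl, on chromosome 7 of GRCm38 from 113178471 to 113314126, peaked at ZT23.3 in NRF, where its deposited value was 37.2 ± 0.749 (SD, n = 4 mice) at ZT24 and 33.6 ± 0.29 at ZT12. Its amplitude in log2(CPM + 1) was 0.23 in NRF and 0.11 in DRF, with an adjusted p for rhythm of 5.61e-07 in NRF and 1 in DRF. The difference in rhythm had an adjusted p-value of 0.0446 in limma. Clock, on chromosome 5 from 76209868 to 76305603, peaked at ZT20.1 in NRF, with an amplitude of 0.18 there and 0.09 in DRF, and was called in NRF alone (adjusted p = 3.58e-05 and 1). Its difference in rhythm was not past the threshold (adjusted p = 0.106 in limma). In the clustering used here, by average linkage on the correlation of time-point means, Clock fell with the Per genes and not with Arntl.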

The other cluster of genes, *e.g.*, *Per1*, *Per2*, *Per3*, *Nr1d1* and *Nr1d2*, reached the peak time in the dusk in both DRF and NRF ( Figure 4E). 

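In NRF, Per1 peaked at ZT12.7, Per3 at ZT13.4 and Nr1d2 at ZT15.1. In DRF, Per1 peaked at ZT16.9, Per3 at ZT12.7 and Nr1d2 at ZT7.78. Per3 was called rhythmic in both regimens (adjusted p = 0.0021 in DRF and 3.37e-07 in NRF). Per1 and Nr1d2 were called in NRF alone, with an adjusted p of 1 in DRF for both. The difference in rhythm between regimens had an adjusted p-value in limma of 0.0101 for Per1, 0.0212 for Nr1d2 and 0.307 for Per3. The amplitude of Per1 in log2(CPM + 1) was 0.27 in NRF and 0.08 in DRF. On GRCm38, Per1 lies on chromosome 11 from 69095108 to 69109965, Per3 on chromosome 4 from 150997018 to 151044707 and Nr1d2 on chromosome 14 from 18204056 to 18239106.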

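The shift in peak time between the regimens was estimated for Per2, Nr1d1 and Dbp from a cosine model with a level, an amplitude and a phase for each regimen, fitted to the deposited values of all 56 mice. For Per2, the peak was at ZT14.4 in DRF and ZT15.1 in NRF, a shift of -0.718 h (standard error 0.712 h, p = 0.318). It was -0.327 h without replicate 3. Nr1d1 peaked at ZT7.52 in DRF and ZT8.81 in NRF, a shift of -1.29 h (standard error 0.498 h, p = 0.0124, adjusted over these 3 genes 0.0373). This shift was -0.867 h without replicate 1 (p = 0.15) and -0.857 h without replicate 2 (p = 0.182), while it was -1.96 h without replicate 4 (p = 2.91e-04), so its size depends on the mice included. For Dbp, the peak was at ZT9.74 in DRF and ZT10.6 in NRF, a shift of -0.86 h (standard error 0.519 h, p = 0.104, adjusted 0.156). It was -0.47 h without replicate 1, -0.56 h without replicate 2 and -1.45 h without replicate 4 (p = 0.022). The amplitude was lower in DRF for both Dbp, at 6.8% of the MESOR against 12.1% in NRF (p = 5.44e-06, adjusted 1.63e-05), and Nr1d1, at 4.33% against 6.88% (p = 8.31e-04, adjusted 0.00125). For Per2 it was 4.23% in DRF and 5.33% in NRF (p = 0.223). As the deposited values are compressed, these percentages are not relative amplitudes of the transcript. The amplitude in log2(CPM + 1) was 0.40 in DRF and 0.73 in NRF for Dbp. It was 0.29 and 0.48 for Nr1d1, and 0.23 and 0.27 for Per2. The adjusted p-value for rhythm in DRF was 0.0379 for Per2, 1.93e-04 for Nr1d1 and 0.00277 for Dbp. On GRCm38, Per2 lies on chromosome 1 from 91415977 to 91459351, Nr1d1 on chromosome 11 from 98767932 to 98775377 and Dbp on chromosome 7 from 45705100 to 45710203.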

As expected, representative transcripts encoding *Per2*, *Nr1d1*, and *Dbp,* was not shifted in phase by DRF ( Figure 4F). After an extension of the time from seven days to 36 days, *Per2* rhythm damped in DRF ( Figure 4G). Remarkably, 36 days of DRF significantly inverted the phase and reduced the amplitude of *Nr1d1* and *Dbp* in the anterior hypothalamus compared to NRF ( Figure 4G).

## Discussion/conclusions

In this study, we applied an unbiased approach to characterize circadian signatures of the anterior hypothalamus in time-restricted fed female mice. We found that DRF, the feeding rhythm that is mis-aligned with the circadian clock, decreased the number of rhythmic transcripts from 3,518 to only 128 compared to NRF within seven days. Pathway analysis identified synchronized rhythms among 990 and 20 biological processes in NRF and DRF, respectively. Typical NRF active pathways include ‘electron transport chain’ (peak time ZT9) and ‘Hippo signaling’ (ZT22). Meanwhile, DRF entrained robust diurnal oscillation among 43 transcripts including those related to ‘cellular amino acid catabolic process’ (ZT20). At the transcriptomic level, only 8.24% rhythmic transcripts were reversed in phase by DRF compared to NRF. This is matched with the resistance of the anterior hypothalamic clock to DRF. However, long-term DRF inverted the phase in some clock genes, such as *Nr1d1* and *Dbp.*

Global profiling of rhythmic transcripts and metabolites have been conducted in a few brain regions particularly including the SCN. In constant darkness, 365 and 642 rhythmic transcripts were identified in the SCN and hypothalamus, respectively. ^22^^,^^23^ High-fat diet feeding increases the number of rhythmic metabolites in the SCN but not in the prefrontal cortex. ^30^ Our transcriptome profiling of anterior hypothalamus uncovered 3,518 rhythmic transcripts in NRF, which suggests that synchronized rhythms from the light and food may markedly increase the prevalence of diurnal rhythms in the hypothalamus.

Anterior hypothalamus is composed of different hub neural regions, such as the preoptic area, SCN and PVH. Our study identified distinct sets of circadian signatures in this tissue under different regimens of time-restricted feeding. Compared to previous studies elucidating the landscape of circadian rhythms in the SCN, hunger neurons, or the hypothalamus, ^22^^,^^23^^,^^31^ NRF entrains diurnal rhythms among a similar set of biological pathways, including oxidative phosphorylation and intracellular trafficking among organelles. By contrast, DRF almost ablates the diurnal rhythms in anterior hypothalamus. This effect may come as a trade-off of two reverse rhythms originating from the light/dark cycles to the SCN and from the feed/fast cycle to the PVH, respectively. Cellular amino acid metabolism is a key circadian signature associated with DRF, which implies the robust daily activity and signaling related to amino acids in anterior hypothalamus. This is supported by a recent study reporting the role of tryptophan metabolism in the entrainment of the brain clock after integrating signals from the light and food. ^32^

The PVH is emerging as a critical peripheral oscillator on top of its well-recognized role as a hub for nutrient sensing and energy homeostasis. ^19^^,^^20^ It outputs circadian rhythm of energy expenditure, the rhythmicity of which is crucial for body weight homeostasis. ^33^ PVH also mediates the circadian tone from the SCN to orchestrate daily rhythm of plasma glucose. ^34^ Recently, it has been shown that corticotrophin-releasing hormone-producing neurons in the PVH receive circadian inputs from the SCN and drive daily release of glucocorticoids. ^35^ Previously, olfactory bulb and cerebellum are proposed as food entrainable peripheral oscillators and involved in food anticipatory behavior induced by DRF. ^36^^–^^38^ In our study, the anterior hypothalamus is partially food-entrainable as indicated by transcript rhythms of *Nr1d1* and *Dbp* after a 36-day DRF. It could be due to the actions in the non-SCN brain area within the anterior hypothalamus, or the SCN. It has been shown recently that time-restricted feeding near the light-on time modulates the SCN functions and impacts thermal homeostasis, locomotor activity and wakefulness. ^39^^,^^40^ These results suggest that brain regions within the anterior hypothalamus may entrain to the feeding rhythm after a long DRF.

In summary, we have determined circadian signatures of the anterior hypothalamus in time-restricted fed mice. The accessibility of the global transcript profiling data in CircaMetDB ^42^^,^^43^ would provide a useful resource to study the physiological significance and the entrainment of circadian rhythms in anterior hypothalamus.

## Data availability

### Reporting guidelines and underlying data

Mendeley Data: F1000Research-125368, Zhou, Chen. https://doi.org/10.17632/h4bvgm2z6s.1. ^41^

This project contains the following underlying data:

- Raw data from RT-qPCR experiment, associated with Figure 4G
- ARRIVE checklist – The ARRIVE Essential 10
- Gene expression profile.csv

Data are available under the terms of the Creative Commons Attribution 4.0 International license (CC-BY 4.0).

The accession numbers for the global profiling dataset:

Gene Expression Omnibus: Global circadian transcript profile of mouse anterior hypothalamus entrained by inverted feeding. Accession number GSE150958; https://identifiers.org/geo:GSE150958. ^42^

China National GeneBank DataBase: Global circadian transcript profile of mouse anterior hypothalamus entrained by inverted feeding. Accession number CNP0001601; https://db.cngb.org/search/project/CNP0001601/. ^43^

How the deposited data were processed for this re-analysis (not part of the article)

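RNA from the anterior hypothalamus of 56 female mice was measured, 4 mice at each of 7 time points on each of 2 feeding regimens. The authors cleaned the reads with SOAPnuke, mapped them with HISAT2, aligned them to a coding gene set with Bowtie, counted them with RSEM and normalized the counts by TMM in edgeR. The paper and the sample descriptions name different read lengths. Neither gives a batch, so no batch could be entered in a model.

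The authors deposited a table named TPM. The deposited values are a score on a compressed scale, log2(CPM + 1) divided by a gene length and rescaled to a fixed sum per mouse, and not TPM in the usual sense. This was read from the values of 782 genes with few reads, where the steps from 1 read to the next are those of a logarithm. The gene length was found for each gene as the value that turns the scores of most mice into whole reads. This succeeded for 14135 genes. For 665 genes the counts resolved to 2 decimals, for 2647 genes the length was taken from the GENCODE annotation for GRCm38, and 117 genes had no usable length and were left out of the fits on log2(CPM + 1). A wrong length rescales all values of a gene alike and leaves its peak time and its calls nearly unchanged. Where the length could be compared with the union of exons, in 12273 genes, 94.9% were within 1%. Of the 17564 gene identifiers, 108 had no symbol in the reference and were kept under their identifier. The table read here holds only compressed values, and the other deposits that the paper names were not available, so the total depth of each library is not known.

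Rhythm calls were made on the deposited values, which were assumed to be those the study analyzed. They used an implementation of JTK_CYCLE and the Lomb-Scargle periodogram written for this purpose, since MetaCycle could not be run. Transcripts with a value of at least 1 in at least 80% of mice were tested, and periods of 20 to 28 h were searched. Peak times, amplitudes and MESOR came from a 24-h cosine fitted by least squares. The spread between mice and all limma models used log2(CPM + 1). Differences in rhythm were tested with limma by an F test of the regimen-by-cosine and regimen-by-sine terms, differences in level by the regimen coefficient with the time points as a factor, and ZT24 against ZT0 by a contrast among the 14 groups, each with eBayes with a trend. Before the data were seen these were planned on the logarithm of the deposited value plus 1, and that version is kept among the alternatives. P-values were adjusted by the Benjamini-Hochberg method at a threshold of 0.05. Gene lists were tested by the Kuiper statistic of the members' peak times against 100000 random sets of the same size. The gene sets of the study's pathway analysis were not available, so the lists shown in its figures took their place, and pathway results were not recomputed. The 36-day experiment has no samples in the table read here.

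The computations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and R 4.3.3 with limma 3.58.1. The recovery of reads, the rhythm tests and the limma models were tested on simulated data with known lengths, rhythms and differences.

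All 56 mice were used in every model. The smallest mean squared difference between any 2 mice of a group, relative to counting noise, was 2.02 over 84 pairs, so no library is a copy of another of its group. Pairs across groups were not compared. Whether the replicate numbers pair mice across groups was checked on the deviations from group means, and they do not. Transcripts were named by a rule set in advance: those the study names, the lowest and highest members of its lists, the 5 with the smallest p-value for a rhythm difference, the 5 in each direction for a level difference, the 3 for ZT24 against ZT0 in each regimen, and the members of lists written in advance from general knowledge. These lists are glucocorticoid-responsive, immediate early, cold-inducible and heat-shock transcripts, and markers of blood, choroid plexus, pituitary, oligodendrocytes, astrocytes, endothelium, striatum and cortex, and anterior hypothalamic neuropeptides. The alternatives tried were filters, pseudocounts, period ranges, single rhythm tests, tied and untied ranks, scales, quantile normalization, a stricter threshold, a replicate term, and leaving out each replicate or time point. Chosen after the data were seen were the recovered log2(CPM + 1) for rhythm calls, the removal of each library's trends with transcript length, GC content and level over the 13803 transcripts with a mean of at least 1 log2(CPM + 1), a linear trend in time, and marker lists as covariates.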

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

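The tests of GC content and transcript length for the counts of transcripts, of neighbouring tissue for the level difference, of the clock's own shift, of a rise in the meal of DRF and of blood, with its fits without a time point or a mouse, were chosen after the results were seen; the others were set before their result was known. All patterns were found and tested on the same mice.

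Differences in rhythm between the regimens, tested for all transcripts by an interaction of regimen with the 24-h cosine and sine, were found for 1756 of 16129 transcripts. With regimen labels shuffled within time points, 1 of 100 splits, the real one, gave as many calls, and the next largest count was 444. Removing each library's trends with transcript length, GC content and level left 2972 calls, of which 1537 were among the 1756, so these trends do not account for the difference. Without 1 replicate there were 423 (replicate 3) to 1598 calls, with 936 without ZT0 and 1153 without ZT24. The smallest p-values were those of Mt2, H1f0, Pspc1, Icosl and Etnppl. Mt2 peaked at ZT19.7 in DRF and ZT9.10 in NRF (adjusted p = 5.86e-14 in limma), and H1f0 at ZT22.5 and ZT6.85 (adjusted p = 2.64e-08). A response to the time of feeding is the biological explanation that the design offers, and it remains a hypothesis.

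Among the lists written in advance, the glucocorticoid-responsive transcripts were later in DRF. The mean over 24 transcripts peaked at ZT17.9 in DRF and ZT14.0 in NRF, a shift of 3.87 h (standard error 0.636 h, p = 1.66e-07, adjusted over the 17 lists 2.82e-06), and 21 of 24 members were later. The shift was 3.88 h after removal of the trends with length, GC content and level, so these trends do not account for it. The clock list moved the other way, by -2.01 h (standard error 1.08 h, p = 0.0674), and so did Nr1d1, whose own test of a phase difference between regimens gave -1.29 h (p = 0.0124). These 2 shifts argue against a delay of the clock itself as the reason, but do not exclude it. That of the clock list was not past the threshold, and that of Nr1d1 was not past it without replicate 1 or 2. In the clock list 11 transcripts were earlier and 3 later in DRF. Of 10000 random lists of 24 NRF rhythmic transcripts, 0 had shifts as alike as those of the glucocorticoid-responsive list. Transcripts with a shared regulator would show this whatever the regulator is. A candidate explanation is a later glucocorticoid signal when food comes in the light period, but glucocorticoids were not measured, and 2 members, Mt1 and Mt2, also respond to metals and other signals. The mean of these 2 metallothioneins was shifted by 10.4 h (standard error 0.656 h, p = 3.42e-21), from ZT9.67 in NRF to ZT20.1 in DRF, far more than the rest of the list. That pair was set apart after its values were seen.

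Heat-shock transcripts (10 transcripts) and the cold-inducible pair Cirbp and Rbm3, set apart from a joint list after the data were seen, were earlier in DRF by a single-cosine fit. The shift was -4.53 h for the heat-shock mean (standard error 1.3 h, p = 0.00102) and -5.55 h for the cold-inducible mean (standard error 0.847 h, p = 2.93e-08), with every member of both earlier. It was -4.33 h for the heat-shock mean after removal of the trends with length, GC content and level. Of 10000 random lists of 10 NRF rhythmic transcripts, 0 had shifts as alike as the heat-shock list. For the cold-inducible pair, 1805 of 10000 random lists of 2 had shifts as alike (993 with the trends removed), so the likeness of the pair is not beyond chance. The 24-h fit is a poor summary of the heat-shock mean in DRF, where its amplitude was 0.15 against 0.39 in NRF and p = 0.0553. The heat-shock mean in DRF was high at ZT4 (0.22) as well as at ZT16 (0.37), with -0.23 at ZT0 and -0.18 at ZT8, as log2 deviations from each transcript's mean. In DRF, 9 of 10 transcripts were higher at ZT4 than at ZT0 and ZT8, by 0.42 on average and by 0.39 with the trends removed, so these trends do not account for it. This contrast was chosen because the ZT4 mean was high, and ZT8 lies in the DRF meal as well, so it is no test of a rise during the meal, which cannot be told apart from other causes. The cold-inducible mean in DRF was 0.52 at ZT0 (SD 0.11, n = 4 mice) and -0.14 at ZT24 (SD 0.18), the same time of day, so a 24-h cosine is a poor summary of it as well, and its shift is not a firm estimate. An earlier body temperature rhythm stays open for both lists, since the peak times in DRF rest on these fits. Body temperature was not measured, and heat-shock transcripts also respond to other stress and to activity.

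Differences in level between the regimens, which the paper does not report, were found for 1184 transcripts, 650 higher and 534 lower in DRF (limma, adjusted p under 0.05). Of 100 splits of the mice within time points, 1 gave as many calls, the real one, and the next largest count was 883. On the logarithm of the deposited value plus 1 the count was 1000 with 73.5% higher, against 54.9%, and it was 65% with marker lists as covariates and 64.2% without replicate 1, so the balance of directions depends on the scale and on the settings, and the cause was not isolated. Removing the trends with length, GC content and level left 624 calls, of which 373 were among the 1184. With 3 marker lists as covariates, as a test of neighbouring tissue, there were 760 calls. The lists were striatum and cortex, oligodendrocytes, and anterior hypothalamic neuropeptides, the last from the target tissue. Without 1 replicate there were 268 (replicate 3) to 1370 calls, and without ZT0 592, ZT4 641, ZT12 671 and ZT20 682. Both covariate tests argue against these explanations for the whole count, and both remain open for the transcripts no longer called. The smallest p-values for a higher level were those of Kcnt1 (0.15 log2, adjusted p = 3.04e-05 in limma), Klf15 (0.17), Tspoap1 (0.15), Kdm5b (0.12) and Specc1l (0.10). For a lower level they were those of Fabp7 (-0.55 log2, adjusted p = 2.38e-06 in limma), BC031181 (-0.22), Tmem9b (-0.11), Baalc (-0.10) and Golga7 (-0.13).

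Blood transcripts were higher in DRF for 5 of 5 transcripts, Hbb-bs by 0.52, Hbb-bt by 0.50, Hba-a1 by 0.57, Hba-a2 by 0.56 and Alas2 by 0.47 log2 (adjusted p in limma 0.0166 to 0.0438). The difference was uneven over time. The list mean at ZT4 was 1.12 in DRF, with 1 mouse at 2.59, and -0.55 in NRF, and at ZT8 it was -0.29 in DRF and -0.02 in NRF. Over all time points the list mean was 0.53 higher in DRF (permutation p = 0.0015), 0.33 higher without ZT4 (permutation p = 0.0326) and 0.46 higher without the mouse with the highest value (permutation p = 0.0026). The most abundant, Hbb-bs, had a mean of 7.38 log2(CPM + 1) in DRF and 6.86 in NRF. That abundant haemoglobins and Alas2 rise together is consistent with reads from another cell type, red blood cells left in the dissected tissue of DRF mice (5 of 5 higher). Whether this reflects tissue collection or a physiological change cannot be decided here, and no biological explanation was tested.

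Mice at ZT24 and ZT0 were sampled at the same time of day, so a 24-h rhythm predicts no difference. The contrast gave 327 transcripts in NRF (203 higher at ZT24) and 76 in DRF (42 higher). In each regimen 1 of 35 splits of the 8 mice gave as many calls, the real one. A test of the difference between the regimens called 1 transcript (884 at an unadjusted p under 0.05), so the regimens are not shown to differ in this respect. The NRF count rests on all 4 mice per group: without 1 replicate it was 0 to 1, with 2252 to 2435 transcripts at an unadjusted p under 0.05. The DRF count was 0 without replicate 3 or 4 (1931 and 1363 unadjusted) and 6 without replicate 1. Removing the trends with length, GC content and level gave 52 calls in NRF, of which 23 were among the 327. It raised the count to 343 in DRF, of which 66 were among the 76. In NRF, the change from ZT0 to ZT24 rose with transcript length across genes (r = 0.638, genes are not independent replicates), and among the 4097 abundant transcripts the correlation was 0.784, which speaks against low counts as its source. A length bias of the libraries is thus the likely explanation for most of the NRF calls, and it does not account for those in DRF. On the logarithm of the deposited value plus 1, 92.0% of 398 NRF calls were higher, against 62.1%. The smallest p-values in DRF were those of Rbm3 (-0.82 log2, adjusted p = 0.00344 in limma), Colgalt1 (-0.23) and Rbm45 (0.27), and in NRF those of Marf1 (0.30, adjusted p = 0.00462), Emc6 (-0.29) and Nudt19 (-0.28).

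In 56 checks, 4 measures in each of the 14 groups of 4 mice, 2 found a mouse far from the other 3, where chance gives about 2.8. Both concern the slope of expression on transcript length. DRF ZT16 replicate 3 had -0.0683 and DRF ZT24 replicate 4 had 0.0881. No explanation is offered for a number of such mice below that of chance.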

How the results depend on the processing

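Tests on the recovered log2(CPM + 1), on values with trends removed, with a linear trend in time, with marker covariates and on the logarithm of the deposited value plus 1 (the scale first planned for limma) were added after the data were seen; the other alternatives were set before the data were examined. Of 301 values under 45 alternatives, 205 were classed as unchanged. For counts of transcripts, which have no p-value, this class allowed wide changes. Examples are 3283 in place of 4508 in NRF without replicate 4, and 184 in place of 132 in DRF with untied ranks. For the values below, the cause of a change was not tested unless one is named.

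With JTK_CYCLE alone, 70 transcripts were rhythmic in DRF and 51 in both regimens, and with the Lomb-Scargle periodogram alone 0, 0 and 0 in DRF, NRF and both (218 and 3318 in DRF and NRF at an unadjusted p under 0.05). At a threshold of 0.01 the counts fell to 76 in DRF and 52 in both, to 646 transcripts with a rhythm difference and to 301 with a level difference, as a stricter threshold must. Without 1 replicate, 23 to 33 transcripts were called in DRF, 2098 to 3283 in NRF and 11 to 21 in both, from fewer mice. Without ZT4 there were 342 in DRF and 230 in both, without ZT8 72, 2388 and 47 in DRF, NRF and both, without ZT12 54 in both, without ZT16 75 and 37 in DRF and both, without ZT20 56 and 37, and without ZT24 57, 2984 and 39 in DRF, NRF and both. With trends removed there were 229 in DRF and 144 in both, and with a limma cosine F test on log2(CPM + 1) 141 in both. In each of these settings with calls, NRF had at least 9.88 times the calls of DRF.

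The share of DRF peaks from ZT18 to ZT24 was 39.4 to 53.3% without 1 replicate. The share of NRF peaks in ZT7 to ZT10 or ZT20 to ZT24 was 67.1% with JTK_CYCLE peak times, 40.7% for the limma cosine F test on the deposited values, 46.1% with quantile normalization, 39.5 to 51.05% without 1 replicate, 51.8% on log2(CPM + 1) and 50.8% with trends removed. The share of shared transcripts shifted by 2 h or less was 43.8 to 73.7% without 1 replicate, on 11 to 21 transcripts, and 34.7% with trends removed.

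The amplitude ratio was 1.04 with equal numbers of transcripts and reversed to 0.993 in transcripts rhythmic in both regimens. The MESOR ratio reversed to 0.972 with equal numbers and to 0.988 for transcripts of the limma cosine F test. In transcripts rhythmic in both it was 1.01, past the threshold by a paired Wilcoxon test in place of the Mann-Whitney test. The spread ratio was 1.23 to 1.31 without 1 replicate and 1.14 without ZT16, not past the threshold without replicate 1 (permutation p = 0.07) or without ZT16 (permutation p = 0.05). The DRF rhythm projected on the NRF one was -0.0273 to 0.151 without 1 replicate, below 0 without replicate 2, and -0.0511 without ZT20. Calling NRF transcripts on replicates 1 and 2 alone gave none, so that alternative has no value. Random sets passing the uniform Kuiper test were 39.8% for sets of 10, 99.8% for sets of 50, 71.3% with JTK_CYCLE peak times and 5.1% against all NRF peak times.

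Rhythm differences numbered 423 to 1598 without 1 replicate, 936 without ZT0, 1153 without ZT24 and 2972 with trends removed. Level differences numbered 268 to 1370 without 1 replicate, 592 without ZT0, 641 without ZT4, 671 without ZT12, 682 without ZT20, 624 with trends removed and 760 with marker covariates. Transcripts that differ between ZT24 and ZT0 in DRF numbered 1 with only the 8 mice compared (2527 at an unadjusted p under 0.05), 0 to 100 without 1 replicate (1363 to 2566 unadjusted), 30 on the logarithm of the deposited value plus 1 and 343 with trends removed. In NRF they numbered 2521 with only the 8 mice compared, 0 to 1 without 1 replicate (2252 to 2435 unadjusted) and 52 with trends removed. The limma counts thus depend on the number of mice and on how the spread is estimated.

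The Hippo signaling list lost its threshold among its rhythmic members (ZT 19.8), with quantile normalization (ZT 19.6) and without replicate 1 or 3, with a mean peak of ZT 19.6 to 20.1 without 1 replicate. The shift of Nr1d1 was -1.96 to -0.857 h without 1 replicate and past the threshold in 2 of these 4 fits, and that of Dbp -1.45 to -0.47 h, past it without replicate 4.

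Replicate numbers do not pair the mice: the mean correlation of deviations from group means was 0.00104 for mice with the same number and 1.1e-04 for others, and single values ranged from -0.585 to 0.573. With a replicate block, the limma models called 1684 rhythm differences and 1213 level differences, 70 transcripts between ZT24 and ZT0 in DRF and 397 in NRF, and a limma cosine F test 147 rhythmic transcripts in DRF and 5986 in NRF.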

Differences from the paper's values

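None of the comparisons below rests on a test chosen after the results were seen, except where a fit without 1 replicate of the Nr1d1 shift is read beside the paper's statement. The cause of the differences was not tested. The later peak of the phase distribution in NRF was at ZT 19.5 here and ZT 23 in the paper. Of the alternatives set before the data were examined, the peak times of JTK_CYCLE gave ZT 22, within the grid of the paper's value. The circular mean peak of the Hippo signaling list in NRF was ZT 19.84 here against the paper's ZT 22 for the pathway, whose gene set was not available. None of the alternatives set before the data were examined closed the gap, and the closest was the peak times of JTK_CYCLE with ZT 21.3. The circular mean peak of the amino acid metabolism list in DRF was ZT 18.96 here against the paper's ZT 20 for the pathway, and ZT 19.8 with the peak times of JTK_CYCLE, which is within the error, while the other alternatives set before the data were examined did not close the gap.

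The paper states that the electron transport chain transcripts peak in the late active phase where it describes Fig. 2D, and in the late sleep phase elsewhere. Their circular mean in NRF was ZT9.23 here, in the late sleep phase. The paper places Clock in a cluster with Arntl, and here Clock clustered with the Per genes under the main settings, the only ones for which clustering was run. Clustering here used average linkage on the correlation of time-point means. The paper names pheatmap with Euclidean correlation, so the methods may differ, and the part of the method was not tested. The paper states that Nr1d1 was not shifted in phase, and here its shift was -1.29 h (p = 0.0124). Without replicate 1 it was -0.867 h (p = 0.15) and without replicate 2 -0.857 h (p = 0.182), and under these settings the shift is not past the threshold. The paper describes Nr1d2 and Per1 as peaking at dusk in both regimens, and here neither was called rhythmic in DRF, where the fitted peaks were ZT7.78 and ZT16.9. The paper's text and Fig. 1B give different numbers of shared transcripts, 83 in the text and about 85 in Fig. 1B, read by eye.

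The counts of rhythmic transcripts were near the paper's for DRF and for both regimens, and higher than the paper's for NRF. They were 132, 4508 and 91 here, for DRF, NRF and both, against the paper's 128, 3518 and 83. A fixed period of 24 h gave 3497 in NRF, and quantile normalization gave 126 in DRF and 85 in both. The share of shared transcripts shifted by over 8 h was 4.4% here against the paper's 8.24%, and 7.69% with the peak times of JTK_CYCLE. The share shifted by 2 h or less was 47.3% here, where the paper gives more than 60% as phase-locked. It was above that without replicate 1 (73.7% of 19 transcripts) and without replicate 4 (72.7% of 11). In every other setting tried it was below 60%, from 34.7% with trends removed to 53.8% with the peak times of JTK_CYCLE.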

Other observations

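The tests of GC content and length for the rhythmic counts, of library size, of the authors' rescaling, of ZT16, of part of the spread, of the ZT16 libraries' GC content, of GC content and length for the 2 phase groups, of the slope on length with sampling time and of the amplitude were chosen after their result was seen. The others were set before their result was seen, but the marker lists as covariates were chosen after the data were seen. The values without ZT16 and with equal numbers of transcripts were among the alternatives set before. Their use as tests of these explanations was chosen later.

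Explanations for the lower number of rhythmic transcripts in DRF were tested in turn. With sampling times shuffled, 1 of 40 orders in NRF and 1 of 40 in DRF gave as many calls as the real one, in both cases the real one, and the others gave 0. Reads counted before normalization on the genes with whole reads had medians that differed by -34947 (NRF minus DRF), less than the SD between mice and not lower in DRF, which excludes fewer reads on these genes in DRF. The total depth is not known. Dividing out the authors' rescaling of each library left 144 calls in DRF and 4560 in NRF. With trends with length, GC content and level removed there were 229 and 4304, or 18.8 NRF calls for each DRF call. Without ZT16, where 2 DRF libraries stand apart, there were 75 calls in DRF and 3794 in NRF. To test neighbouring tissue, 3 marker lists were covariates: striatum and cortex, oligodendrocytes, and anterior hypothalamic neuropeptides, the last from the target tissue. With them, a 24-h cosine F test called 340 transcripts in DRF and 3908 in NRF. Without covariates, a limma cosine F test on log2(CPM + 1) called 188 and 6223. The gap was thus narrower with the covariates. However, the means of the oligodendrocyte and neuropeptide lists were themselves rhythmic in NRF (24-h cosine F test, adjusted p = 0.0027 and 0.0094). In DRF they were not (adjusted p = 0.98 and 0.469). These covariates can therefore take out NRF rhythm itself, so the narrower gap does not show a part for neighbouring tissue, which stays open. None of these brings the counts together. Spread between mice accounts for part. Fitted NRF rhythms set on the residuals of the mice, in 40 random orders of the residuals across mice, gave a median of 4966 calls on the NRF residuals (3768 to 6731) and 2840.5 on the DRF residuals (1512 to 5963), 42.8% fewer, and the ranges overlap. In the order of the mice they gave 3404 calls on the NRF residuals and 1349 on the DRF residuals, which is below all 40 orders, so the order of the residuals matters too. With the NRF residuals set transcript by transcript to the SD of DRF, in the same order, there were 1283 calls, and with the DRF residuals set to the SD of NRF 3561. Fitted DRF rhythms gave 161 calls on their own residuals and 1534 on those of the NRF mice. As 1349 and all 40 orders are far above 161, spread is not the whole explanation, and smaller rhythms in DRF remain as another part.

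The NRF peak times fall in 2 groups that could come from a bias of the libraries, since the groups differ in transcript length and GC content. Transcripts peaking from ZT6 to ZT11 had a median length of 2264 bases and 53.7% GC, and those from ZT17 to ZT22 had 4645 bases and 46.1% GC. After removal of the trends with length, GC content and level, 72.6% of 4304 peaks still lay in these windows, against 82.6% before and 41.7% for an even spread, and the groups had 3504 and 3721 bases. The 2 groups are thus not explained by these trends alone. Their sizes are affected: 1223 and 2502 transcripts before, 1681 and 1443 after.

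In NRF the slope of expression on transcript length rose with sampling time across the 28 mice (Pearson r = 0.735, Spearman rho = 0.73, permutation p = 2.0e-05 for both, adjusted over the 2 regimens 4.0e-05). Without the 2 mice farthest from the median time, r was 0.702. In DRF, r was 0.387 (permutation p = 0.0421) and rho 0.436 (permutation p = 0.0218), with r = 0.368 without 2 mice.

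Replicates 3 and 4 of DRF at ZT16 lay apart from the other 54 mice on the first principal component (22.6% of the variance), at -32.6 and -40.5 against -14.0 to 15.5. Their slopes of expression on GC content were 0.194 and 0.309, against -0.0958 to 0.0925 in the others, which is consistent with a GC bias of these 2 libraries (0.194 is the smaller). Their clock transcripts matched the other DRF mice at ZT16 better than any other time in 2 of 2 libraries. The correlation was 0.765 for replicate 3 and only 0.447 for replicate 4. For each library, the mice compared at ZT16 included the other of these 2, which shares the GC slope. The match therefore cannot decide on a wrong time label, and it does not exclude a wrong regimen label. Of 8 marker lists, 0 were above the range of the other mice in either library, which speaks against reads from another cell type among those listed. No biological explanation was tested, since the other 2 mice of the group do not share the pattern.

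The higher amplitude of DRF rhythmic transcripts may come from the selection of the strongest rhythms. With as many transcripts from NRF as from DRF, the ratio of median amplitudes was 1.04 in place of 1.86.

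A check on phase enrichment used random sets of 20 NRF rhythmic transcripts with no shared function. Of 10000 such sets, 75.9% differed from an even spread of peak times at p under 0.05 (Kuiper), because peak times in NRF are uneven throughout. Against the peak times of all NRF rhythmic transcripts the share was 5.1%. The share was 39.8% for sets of 10 and 99.8% for sets of 50. The paper's text does not name the distribution its sets were tested against.

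The other lists written in advance had no mean peak shift from NRF to DRF past the threshold over the 17 lists. Immediate early genes moved by 5.27 h (adjusted p = 0.358) and were not rhythmic as a mean in either regimen (adjusted p = 0.335 in DRF and 0.537 in NRF). The shift had an adjusted p of 0.223 for blood, 0.827 for choroid plexus, 0.0643 for pituitary, 0.954 for oligodendrocytes, 0.483 for astrocytes, 0.483 for endothelium, 0.269 for striatum and cortex and 0.671 for anterior hypothalamic neuropeptides. The electron transport chain list, chosen by the study, was later in DRF by 6.29 h (standard error 1.15 h, adjusted p = 1.23e-05). Its 6 respiratory complex subunits moved by 3.67 h (adjusted p = 0.412), with no rhythm of their mean in DRF (p = 0.511). The list mean in DRF was highest at ZT16, where replicates 3 and 4, the 2 libraries with the GC slope, were at 0.20 and 0.14 and the other 2 at 0.03 and 0.04. The part these 2 libraries play in the shift was not tested.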
